A study of Mus musculus with 53 samples. Its data were reported in "Deletion of the MAD2L1 spindle assembly checkpoint gene is tolerated in mouse models of acute T-cell lymphoma and hepatocellular carcinoma" (2017).

How the data were processed

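Transcript levels were measured on Illumina mouse bead arrays in 53 samples of liver tumors, healthy liver, T-cell acute lymphoblastic leukemia or lymphoma (T-ALL) and healthy thymus. The mice carried floxed Mad2l1, a spindle assembly checkpoint gene, and floxed Trp53. Cre under the albumin promoter was used to delete the floxed parts in hepatocytes, and Cre under the Lck promoter to delete them in developing T cells. In liver carcinomas the paper found both recombined and unrecombined Mad2l1. Per the labels, total RNA was amplified to biotinylated cRNA and stained with streptavidin-Cy3.

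The deposited probe table gives the signal of each probe as an intensity (the mean over its beads), from which background had already been subtracted, since values below 0 occur on every array. Beside each intensity the deposited table gives a detection score that equals 1 minus the detection p-value. The software behind both columns is not stated. The authors also deposited log2 values that are quantile normalized within the 39 liver and within the 14 thymic arrays. Their medians are 7.97 in liver and 7.80 in thymus, and their lowest values are 7.67 and 7.39. The submitters' processing notes name limma, and the other steps behind the log2 values remain unknown. The rank correlation between signal and log2 value was 1 for all arrays except T-ALL 7, for which it was 0.786. The probe table holds 2 columns (1 array) that no sample label names, and these were not used. That array lies on chip G, which also holds healthy liver 1. Liver tumor 12 has log2 values but no signal column, so it enters only the alternative that uses the authors' values and a check of 2 genes.

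The signals of 52 arrays were background corrected, offset and quantile normalized with neqc in limma 3.58.1 (R 4.3.3), with an offset of 16 and the detection p-values, separately for 38 liver and 14 thymic arrays. Of 45281 probes, 34885 had 1 gene symbol, 18 had several and 10378 were not listed in the annotation given. Of the listed symbols, 99.72% were matched to a GRCm38.p6 gene table, which was used for current names, chromosomes and neighbors, without coordinates. A probe was kept if its detection p-value was under 0.05 on at least 5 arrays of the tissue, which left 21108 probes in liver and 18141 in thymus. For each gene the kept probe with the highest mean was used, giving 11567 genes in liver, 10382 in thymus and 12616 over both tissues. Signal over background sets the precision: an array with few detected probes adds noise to every gene. The number of arrays limits the precision too.

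Group means were fitted with limma (lmFit, then eBayes with trend and robust), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All tests are two-sided. In liver, 8 animals gave 2 tumors each, so animal entered as a random block with a consensus correlation of 0.187 (statmod 1.5.0). The liver tumor mean weighted the tumor genotypes by their numbers of tumors. The thymic arrays were fitted without a block. The difference between the tissues was tested as an interaction over 52 arrays normalized together, with animal as a block (correlation 0.499). Where a gene was detected on no array of a group, its fold is given as at least the ratio to the lowest signal among detected probes, which averaged 5.52 in liver and 5.91 in thymus on the log2 scale.

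Gene lists (33 in liver, 26 in thymus, 15 in both) were tested with limma's cameraPR at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the residuals. The liver lists cover fetal liver genes, cell cycle, spindle checkpoint, DNA repair, p53 targets, interferon response, chaperones, proteasome, ribosome biogenesis, glycolysis, oxidative phosphorylation, metabolic functions of hepatocytes, beta-catenin targets, acute phase proteins, sex-biased genes, Met neighbors and markers of other cell types. The thymic lists cover the shared functions above, stages of T-cell development, the T-cell receptor complex, Notch targets, leukemia oncogenes, the PI3K pathway and markers of other cell types. The result of 1 further thymic list, which counts in the adjustment, is not given here. For each chromosome, the mean over its genes of the log2 value minus the healthy mean, less the same mean over all autosomes, was compared by a permutation test (100000 resamples in liver, all 2002 splits in thymus). Tumors of 1 animal were averaged first. Genes called in both tissues were counted against the number expected by chance, with Fisher's exact test across genes, which are not independent replicates.

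The genes named are Mad2l1, Trp53, Met and Myc, the 8 largest called changes each way, and up to 3 called members of each list with the largest change. For the Trp53 genotypes they are the 5 largest each way, and for both tissues together the 3 largest each way. Groups, tests, gene lists, this rule and most alternatives were fixed before the data were examined. Leaving out single samples in turn was planned for the gene counts only. The alternatives added later leave out the 3 arrays whose 95th percentile of signal was under 500 (liver tumor 13, T-ALL 4 and T-ALL 5), the arrays of chip D, E or G, and, for named genes, lists, chromosomes and the comparison of tissues, T-ALL 7 or the array labelled healthy liver 1, or apply to Mad2l1 what was planned for the gene counts. The other alternatives changed the probe filter, background correction, scaling, probe choice, variance model, array weights, blocks (animal, chip, replicate number) and a sex covariate made from Xist and Y-linked genes, or left out samples in turn. Arrays lay on 12 chips.

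The methods were tested on simulated data with 200 changed genes. For log2 changes of 0.5, 1, 2 and 3, limma recovered 26%, 72%, 94% and 98% of changed genes in the liver comparison, 14%, 56%, 100% and 96% between Trp53 genotypes, 0%, 6%, 38% and 58% in the thymic comparison, and 2%, 24%, 68% and 86% in the difference of tissues. A simulated list of 25 genes shifted by 1 was called in liver and thymus, and 0 of 19 other lists were called. The noise of each simulated gene was drawn independently, so this cannot show whether correlated genes give false list calls. A simulated shift of 0.3 on chromosome 15 was found as 0.31 in liver and in thymus. In liver, 7 of 19 chromosomes without that shift were called as well, all with shifts of at most 0.046. In thymus 0 of 19 were called, with shifts of at most 0.069. The 200 changed genes were drawn from all chromosomes, and each score is set against the mean of the autosomes. Which of these brought the liver calls was not tested.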

Results

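The series comprises 21 liver tumors from 16 mice with both Trp53 alleles floxed (p53 f/f), 8 liver tumors from 5 mice with a single floxed Trp53 allele (p53 f/+), 10 healthy livers, 9 T-ALLs and 5 healthy thymi. All tumors arose in mice with floxed Mad2l1. Signals of 20 p53 f/f tumors from 15 animals and of all other samples were used. The median share of probes detected was 37.1% in p53 f/f tumors (range 34.3 to 39.3), 36.3% in p53 f/+ tumors (28.3 to 37.5), 33.1% in healthy liver (30.6 to 38.9), 35.4% in T-ALL (4.56 to 37.5) and 38.1% in healthy thymus (37.2 to 40.3). T-ALL 5 was nearly blank, with a 95th percentile of signal of 20.2 against a T-ALL median of 1848, and T-ALL 4 (299.5) and liver tumor 13 (428.1) were dim. The array labelled healthy liver 1 was unlike the other healthy livers: its Mup3 value was 4.68 on the log2 scale, against 14.32 to 15.45 in healthy livers 2 to 10. Across genes its correlation was 0.85 with the tumor mean and 0.748 with the mean of the other healthy livers.

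The transcript of Mad2l1, the checkpoint gene targeted by Cre, was nearly lost from T-ALLs and was on average not lower in liver tumors than in healthy liver. In T-ALL its transcript fell by 4.67 ± 0.34 (log2 ± SE, n = 9 T-ALLs and 5 thymi), in 9 of 9 T-ALLs (limma adjusted p = 3.42e-08). Its probe was detected on 3 of 9 T-ALL arrays and on 5 of 5 thymus arrays, and with T-ALL values set to no less than the lowest detected signal its level was at least 14.9-fold lower. In liver tumors Mad2l1 differed from healthy liver by 0.69 ± 0.28 (n = 28 tumors from 20 animals and 10 livers), which did not pass the test (adjusted p = 0.0601). It passed without healthy liver 4 (0.77, adjusted p = 0.0453) or 7 (0.77, adjusted p = 0.0474), or without animal m10 (0.73, adjusted p = 0.0468), m11 (0.78, adjusted p = 0.0373), m12 (0.74, adjusted p = 0.0492) or m21 (0.78, adjusted p = 0.0364), and with tumors of an animal averaged (0.76, adjusted p = 0.0443) or replicate number as a block (1.04, adjusted p = 0.0374). The replicate block left out all p53 f/+ tumors and kept only p53 f/f tumors and livers sharing a title number. Its value is therefore not from the same comparison. Among the alternatives the difference also shrank. Mad2l1 was weaker without healthy liver 5 (0.48, adjusted p = 0.172) and with the Trp53 genotypes weighted equally (0.37, adjusted p = 0.356), out of alternatives with an adjusted p of 0.0364 to 0.998. The p53 f/f tumors averaged 7.74, the p53 f/+ tumors 6.29 and healthy livers 6.65. Healthy liver thus lay near the lowest detected signal of 5.66, which leaves little room for a loss to show. Whole tumors were measured, and the paper states that its liver carcinomas also held immune cells and normal tissue with intact Mad2l1. These values therefore do not show whether the tumor cells kept the gene. A second Mad2l1 probe was detected only in healthy thymus, with a mean of 6.03 against 4.67 in T-ALL. Where these probes lie relative to the deleted exons is not known here, and a probe outside them would not check the labels. Trp53 has 0 named probes and was not analysed here.

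**Figure D1:**
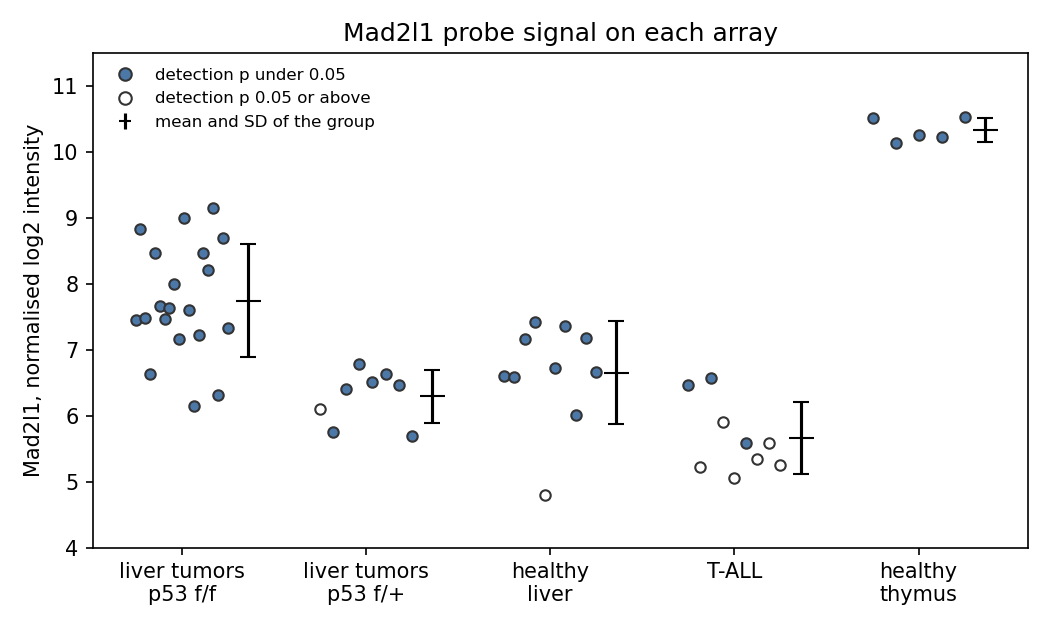
Normalised log2 intensity of the Mad2l1 probe (vertical axis) in the 5 groups (horizontal axis), with 1 point per array, filled where the detection p was under 0.05, and the group mean with its SD. The thymus mean is 10.33 and the T-ALL mean 5.67.

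The comparison of liver tumors with healthy liver asked which programs change in liver tumors of mice with floxed Mad2l1 in hepatocytes. Igf2 and Spink1 rose steeply, and major urinary proteins and Cyp8b1 fell. Igf2, a fetal growth factor, rose by 7.14 ± 0.52 on the log2 scale (n = 28 tumors from 20 animals and 10 livers), from 7.47 to 14.60. In 22 of 28 tumors it lay within 1 log2 unit of the highest value of any liver array (15.77), where the scale compresses differences and can understate its rise. Spink1, a trypsin inhibitor, rose by 5.47 ± 0.66, and Lcn2, an iron-binding acute phase protein, by 4.82 ± 0.34. Cbr3 (5.35), Ly6d (5.02), Ubd (4.76), Tff3 (4.68) and Slc7a11, the cystine transporter (4.66), completed the 8 largest increases. Among major urinary proteins, Mup3 fell by 6.26 ± 1.01, Mup6 by 5.80 ± 0.70, Mup2 by 4.50 ± 1.07 and Mup20 by 4.36 ± 0.54. Cyp8b1, the sterol hydroxylase of bile acid synthesis, fell by 4.68 ± 0.82, and Ces3b (−5.03) and A1bg (−4.53) fell as well. A1bg is a female-biased liver gene, detected on 5 of 10 healthy livers, and fell by 3.35 with a sex covariate (limma adjusted p = 0.0077). Without healthy liver 1 the falls were larger, with Mup3 at −7.29, Mup6 at −6.62, Mup2 at −5.46, Mup20 at −4.94 and Cyp8b1 at −5.48. Hsd3b5, a male-biased steroid enzyme detected on no tumor array, was at least 13.7-fold lower. Lcn2 in 20 of 28 tumors, and Mup3, Mup2 and Cyp2e1 in 8, 9 and 8 of 10 healthy livers, also lay within 1 unit of the highest value. For 16 of 97 named liver genes the mean of the lower group fell under the lowest detected signal, so their log2 values are uncertain in size, among them Tff3 (at least 16.0-fold), Slc7a11 (at least 14.6-fold), A1bg (at least 17.1-fold), Scd2 (at least 6.46-fold), S100a9 (at least 3.30-fold), Cdca8 (at least 3.22-fold) and Kif2c (at least 2.57-fold). By limma, 1693 genes rose and 1658 fell among 11567 tested, 780 and 391 of them by at least 2-fold. Met, the hepatocyte growth factor receptor, differed by −0.68 ± 0.30 (adjusted p = 0.0838), or by −0.37 without healthy liver 1 (adjusted p = 0.255), and Myc by 0.45 ± 0.25 (adjusted p = 0.184), or by 0.66 without healthy liver 1 (adjusted p = 0.0219). Without the array labelled healthy liver 1, 2239 genes rose and 2190 fell, and 3237 of the 3351 genes called with it were called again in the same direction. Scaling to the median instead of quantiles moved the median gene from −0.009 to −0.23 and the split to 1171 genes higher and 3502 lower.

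**Figure D2:**
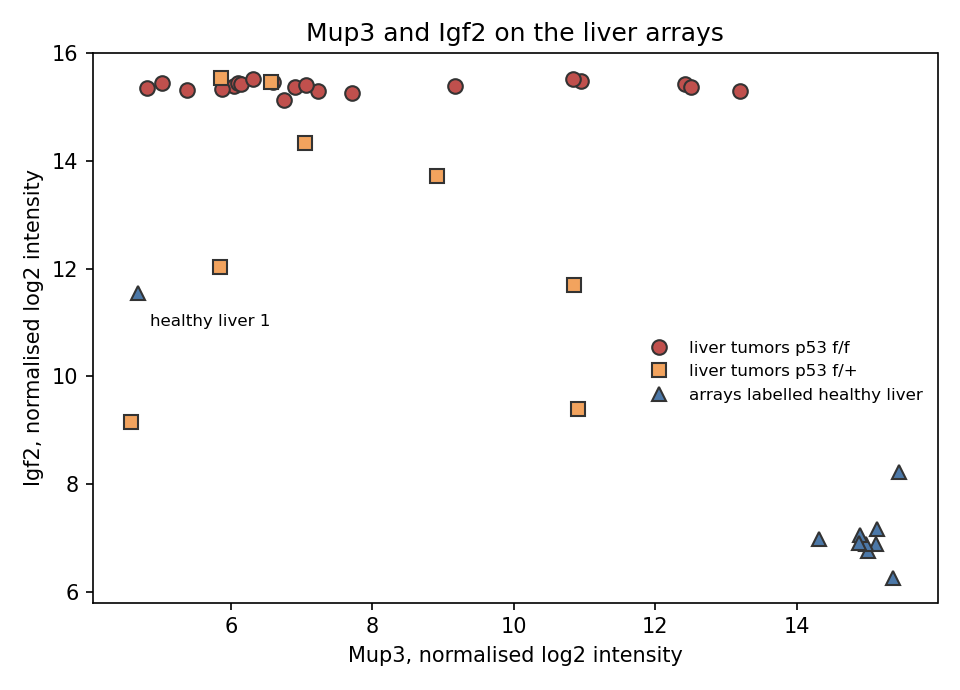
Normalised log2 intensity of Mup3 (horizontal axis) and Igf2 (vertical axis) on each liver array, with 1 point per array and symbols for p53 f/f tumors, p53 f/+ tumors and arrays labelled healthy liver. Healthy livers 2 to 10 have Mup3 values of 14.32 to 15.45, and the array labelled healthy liver 1 has 4.68.

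Among arrays with a signal, tumors and healthy livers shared only chip G of the 8 chips that hold liver arrays. There, 2 p53 f/+ tumors of 1 animal minus 3 livers gave 3.78 for Igf2 and −0.70 for Mad2l1, and the 3 livers include the array labelled healthy liver 1. Of 3924 genes called without the arrays of chip G, 2704 (68.9%) had the same direction on it, and 3 of the 10 splits of its arrays, the real split included, gave as many or more (at most 3398), so this chip does not support the pooled directions over other splits. It does not speak against them either. With 10 splits the real one could reach no better than 1 in 10, p53 f/f tumors are absent, and healthy liver 1 is among the livers. With chip as a random block 1488 genes rose and 1419 fell. With chip as a fixed effect 4 rose and 1 fell.

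Fetal liver genes had the highest median among the liver lists. Of 17 measured fetal liver and progenitor genes, 12 rose and 1 fell (13 and 1 adjusted over the list alone), with Igf2, Spink1 and Ly6d the largest (median 2.61, adjusted p = 6.59e-14). This was the only list call that held with an estimated correlation (adjusted p = 0.00148). Of 34 S phase and mitosis genes, 22 rose and 0 fell (24 and 0 adjusted over the list alone), among them the kinase Pbk (2.96 ± 0.48) and the spindle proteins Prc1 (2.79 ± 0.45) and Kif2c (2.17 ± 0.43). That list had an adjusted p of 5.24e-09, and an adjusted p = 0.515 with an estimated correlation. Of 12 glycolysis genes, 5 rose, including Pfkp (2.39), Pkm (1.58) and Aldoa (1.17), and 0 fell (5 and 1 adjusted over the list alone, adjusted p = 0.0373, and adjusted p = 0.537 with an estimated correlation). Of 21 ribosome biogenesis genes, 4 rose, among them Nop58, Nop56 (0.96) and Bop1 (0.72), and 0 fell (4 and 0 adjusted over the list alone, adjusted p = 0.0374, and adjusted p = 0.568 with an estimated correlation). Of 20 interferon-stimulated genes, 8 rose, such as Cxcl10, Oasl2 (1.39) and Ifit2 (1.39), and 1 fell (8 and 1 adjusted over the list alone, adjusted p = 0.038, and adjusted p = 0.568 with an estimated correlation). Of 19 acute phase genes, 6 rose, led by Lcn2 and Il1rn (2.69), and 2 fell, including the iron hormone Hamp (−2.63). The same 6 and 2 were counted adjusted over the list alone (adjusted p = 0.00654, and adjusted p = 0.515 with an estimated correlation), and the list's median went from 0.34 to −0.015 under median scaling. Without healthy liver 1 the calls for the interferon (adjusted p = 0.204), acute phase (adjusted p = 0.0556) and endothelial lists (adjusted p = 0.0942) ended.

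Markers of several other cell types changed in the same tumors. Of 12 neutrophil genes, 7 rose and 0 fell (8 and 0 adjusted over the list alone), including S100a8 (2.70 ± 0.50) and S100a9 (2.50 ± 0.50), with an adjusted p of 4.07e-06, and adjusted p = 0.494 with an estimated correlation. Of 19 stellate cell, fibroblast and matrix genes, 7 rose and 1 fell, the same counts as adjusted over the list alone, with Timp1 (3.48), Sparc (2.45) and Col4a1 (2.29) in front (adjusted p = 0.00204, and adjusted p = 0.515 with an estimated correlation). Of 19 macrophage and Kupffer cell genes, 9 rose and 2 fell (10 and 2 adjusted over the list alone), with Cd14 at 4.00, Gpnmb at 3.96 and Cx3cr1 at 1.68 (adjusted p = 0.0401, and adjusted p = 0.554 with an estimated correlation). Of 20 endothelial genes, 7 rose and 1 fell (9 and 2 adjusted over the list alone), including Emcn (1.96), Stab1 (1.11) and Pecam1 (0.96), with an adjusted p of 0.0486, and adjusted p = 0.568 with an estimated correlation. Of 9 genes of red cell precursors, 0 rose and 3 fell, the same counts as adjusted over the list alone, namely Car1 (−2.17), Tspan33 (−1.67) and Klf1 (−0.93) (adjusted p = 0.0486, and adjusted p = 0.515 with an estimated correlation). Bile duct genes (1 of 9 higher, Sox9 at 2.61), B cell and plasma cell genes (1 of 8, Ly6d) and T and NK cell genes (1 of 14 lower, Zap70 at −2.10, with a median over the list of 0.003, a mean of −0.084 and a test pointing down) were not called as lists, with the same counts adjusted over the list alone and adjusted p values of 0.0689, 0.371 and 0.825.

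Several metabolic lists of hepatocytes were called lower at the preset correlation, and 0 of them with an estimated correlation. Of 17 pericentral and beta-catenin target genes, 13 fell and 1 rose, also adjusted over the list alone, led by the glutamate transporter Slc1a2 (−4.07 ± 0.75), ornithine aminotransferase Oat (−3.66 ± 0.61) and Cyp2e1 (−3.61 ± 0.88). The list's adjusted p was 8.85e-09, and adjusted p = 0.0782 with an estimated correlation. Of 21 drug-metabolizing P450 genes, 10 fell (11 adjusted over the list alone), including Cyp2c50 (−3.76) and Cyp2c54 (−3.43), and 0 rose (adjusted p = 0.000173, and adjusted p = 0.515 with an estimated correlation). Of 16 bile acid genes, 11 fell and 0 rose, also adjusted over the list alone, among them Cyp7a1 (−3.29), the rate-limiting enzyme of bile acid synthesis, and the uptake transporter Slco1b2 (−1.76) (adjusted p = 0.00116, and adjusted p = 0.515 with an estimated correlation). Of 21 amino acid catabolism genes, 10 fell and 0 rose, also adjusted over the list alone, with Agxt at −2.55, Hpd at −2.27 and Bhmt at −1.34 (adjusted p = 0.00117, and adjusted p = 0.554 with an estimated correlation). Male-biased liver genes fell in 6 of 12 cases, the same count adjusted over the list alone, including Nudt7 (−2.46), and female-biased genes in 4 of 10 (6 adjusted over the list alone), including Cyp2b13 (−3.73) and Cyp2b9 (−3.72). Their adjusted p values were 0.00151 and 0.0231, with adjusted p = 0.515 and adjusted p = 0.522 with an estimated correlation. Xist, a marker of female samples, was detected on 6 of 10 healthy liver and 8 of 28 tumor arrays (−1.75, adjusted p = 0.0707), and with a sex covariate Cyp2b13 fell by 2.91 (adjusted p = 0.0154) and Cyp2b9 by 3.25 (adjusted p = 0.0181). Liver tumors 22 and 23, both assigned to animal m16, had Xist values of 8.51 and 4.58. Either Xist does not mark sex in every tumor or that assignment is wrong, and which holds was not tested. Of 18 cholesterol synthesis genes, 5 fell and 1 rose, also adjusted over the list alone, with Sc5d at −1.59, Tm7sf2 at −1.31 and Sqle, the exception, at 1.31 (adjusted p = 0.0403, and adjusted p = 0.568 with an estimated correlation).

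The remaining liver lists were not called. Fat synthesis had 1 gene higher, Scd2 (3.38), and 7 lower, including Thrsp (−2.61) and Acacb (−1.83), among 19 (1 and 8 adjusted over the list alone, adjusted p = 0.0589), and the urea cycle had 2 of 7 lower, Ass1 (−1.23) and Arg1 (−0.84) (4 adjusted over the list alone, adjusted p = 0.0549). Both lists were called without healthy liver 1, with adjusted p values of 0.0058 and 0.015 (adjusted p = 0.348 and adjusted p = 0.341 with an estimated correlation), as was fatty acid oxidation (adjusted p = 0.0136 against 0.162, and adjusted p = 0.359 with an estimated correlation), which had Fgf21 (2.64) higher and 4 of 19 lower, including Decr1 (−1.24) (1 and 3 adjusted over the list alone). Gluconeogenesis had 2 of 10 lower, G6pc (−1.69) and Pck1 (−1.22), the same count as adjusted over the list alone (adjusted p = 0.198). Among spindle checkpoint and kinetochore genes 7 of 16 were higher, such as Cdca8 (2.22), Kntc1 (1.41) and Sgo1 (1.28), and 2 lower (7 and 3 adjusted over the list alone, adjusted p = 0.132). DNA repair genes were higher in 4 of 17 cases, led by Lig1 (1.38), and lower in 1, the same counts as adjusted over the list alone (adjusted p = 0.198). Among 20 p53 targets, 3 were higher, with the cell cycle inhibitor Cdkn1a at 2.67 ± 0.39, and 2 lower, including Ccng1 (−0.91), also adjusted over the list alone (adjusted p = 0.38). Chaperones (3 higher, led by Hspb1 at 1.45, and 2 lower of 25, adjusted p = 0.214), hepatocyte secretory genes and regulators (Apoa4 at 1.77 and Nr1i3 at −1.70 of 29, adjusted p = 0.57), proteasome subunits (3 of 25, led by Psma7 at 0.60, adjusted p = 0.38) and respiratory chain subunits (3 of 27, led by Ndufa2 at 0.46, adjusted p = 0.682) had few calls. Adjusted over the list alone these had 2 higher and 2 lower, 1 higher and 0 lower, 2 higher and 0 lower, and 2 higher and 0 lower. Of the 4 neighbors of Met, 0 were called and 3 were higher adjusted over the list alone (list adjusted p = 0.298). The healthy group there includes healthy liver 1, in which the neighbor Cav2 was 11.63, against 4.66 to 5.84 in healthy livers 2 to 10.

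The comparison of p53 f/f with p53 f/+ tumors asked whether a second floxed Trp53 allele changes the tumor. The p53 f/f tumors had more of the fetal growth factor Igf2, by 2.71 ± 0.61 (15.38 against 12.67, n = 20 and 8 tumors from 15 and 5 animals), although it lay within 1 log2 unit of the highest array value in 20 of 20 p53 f/f and 2 of 8 p53 f/+ tumors, where the scale compresses differences, and more Mad2l1, by 1.45 ± 0.33 (adjusted p = 0.0308). The Mad2l1 call ended with tumors of an animal averaged (1.46, adjusted p = 0.0598) and with the authors' values (0.43, adjusted p = 0.337), which called 1 gene in all. Uhrf1, which maintains DNA methylation, was higher by 2.04 ± 0.38, and Igdcc4 (1.98), the Myc target Cdca7 (1.81) and the oxysterol hydroxylase Cyp39a1 (1.70) were higher too. Lrp11 fell by 2.46 ± 0.48, the vasoconstrictor gene Edn1 by 2.36 ± 0.55, Fndc10 by 2.25 ± 0.50, the endothelial gene Vwf by 2.15 ± 0.52 and Zbtb8b by 1.92 ± 0.39. Zbtb8b was detected on 1 of 20 p53 f/f arrays (at least 2.45-fold lower), and the mean of Cyp39a1 in p53 f/+ tumors also lay under the lowest detected signal (at least 2.71-fold higher). In all, limma called 55 of 11567 genes, 16 higher and 39 lower, and 1710 had an unadjusted p under 0.05. Without liver tumor 13, a dim p53 f/+ array, 4 genes were called, and 3 of the 10 largest stayed past the test. The calls for Igf2 (2.60, adjusted p = 0.112), Igdcc4 (2.00, adjusted p = 0.0969), Cdca7 (1.63, adjusted p = 0.103), Edn1 (−1.67, adjusted p = 0.162), Fndc10 (−2.37, adjusted p = 0.07), Vwf (−1.63, adjusted p = 0.162) and Zbtb8b (−1.40, adjusted p = 0.0746) ended. Mad2l1 then differed by 1.42 (adjusted p = 0.0998). Leaving out other animals gave 7 genes (m13), 91 (m11) and 125 (m12), leaving out healthy livers 1 and 5 gave 207 and 133, and leaving out animal m11 or m21 also ended the Mad2l1 call (1.39 and 1.39, adjusted p = 0.0567 and 0.0642), as did leaving out m13 (1.51, adjusted p = 0.0763). Both genotypes shared chips D and E. Of 7 genes called without the arrays of chip D, 7 had the same direction on it, and of 24 called without chip E, 21 did, but 3 of 10 and 3 of 20 splits of the arrays of these chips, the real split included, gave as many or more (at most 7 and 23). The Mad2l1 difference was 1.99 on chip D and 0.34 on chip E, and that of Igf2 was 2.30 and 2.82. With chip as a random block 46 genes were called, and with chip as a fixed effect limma called 0, with 444 at an unadjusted p under 0.05.

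Between the Trp53 genotypes several lists were called at the preset correlation, each with at most 2 genes called. Of 34 S phase and mitosis genes, 2 were called higher and 0 lower (25 and 0 adjusted over the list alone), with a median of 1.04 (adjusted p = 1.13e-19, and adjusted p = 0.166 with an estimated correlation). Spindle checkpoint genes other than Mad2l1 (1 of 16, and 8 adjusted over the list alone) and DNA repair genes (0 of 17, and 3 adjusted over the list alone) were called higher as lists, with adjusted p values of 0.00012 and 3.87e-06, and adjusted p = 0.272 and adjusted p = 0.304 with an estimated correlation. Of 20 endothelial genes, 2 fell and 13 fell adjusted over the list alone (median −0.74, adjusted p = 6.52e-11, and adjusted p = 0.114 with an estimated correlation). Of 19 stellate cell and matrix genes 0 were called and 8 were lower adjusted over the list alone (median −1.07, adjusted p = 1.61e-07, and adjusted p = 0.205 with an estimated correlation). Of 20 p53 targets, 1 fell and 4 fell adjusted over the list alone (adjusted p = 0.00288, and adjusted p = 0.169 with an estimated correlation). Fetal liver genes had 2 of 17 higher (4 higher and 1 lower adjusted over the list alone, adjusted p = 0.0101, and adjusted p = 0.495 with an estimated correlation). Hepatocyte secretory genes, ribosome biogenesis, cholesterol synthesis, neutrophil, proteasome and chaperone lists were also called higher and the macrophage list lower, with 0 genes called in each and, adjusted over the list alone, 1 cholesterol synthesis gene and 1 chaperone higher and 2 macrophage genes lower. With an estimated correlation the lowest adjusted p among these 7 lists was 0.539, and cameraPR called 0 of 33 lists, with 5 at an unadjusted p under 0.05.

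The comparison of T-ALL with healthy thymus asked what sets the leukemic thymus apart from normal tissue. Several thymic epithelial genes fell sharply, and fewer genes rose than fell. The epithelial keratins Krt17, Krt18 and Krt14 fell by 6.99 ± 0.91, 6.13 ± 0.30 and 5.53 ± 0.90 (log2 ± SE, n = 9 T-ALLs and 5 thymi), and Tbata, a thymic epithelial gene, fell by 6.56 ± 1.18. Inmt (−6.38), Ubd (−6.11) and Cbr2 (−5.52) fell too, and Crip3, detected on no T-ALL array, was at least 33.7-fold lower. Krt18 and Inmt were each detected on 1 of 9 T-ALL arrays, which bounds their falls at 28.9-fold and 44.8-fold or more. For 27 of 62 named thymic genes the mean of the lower group fell under the lowest detected signal. That signal was averaged over the arrays of the group, at 6.19 in T-ALL, the nearly blank T-ALL 5 included, and 5.41 in thymus. Ubd and Meis1 fell under it although detected on 7 of 9 T-ALL arrays. The log2 values of these 27 genes are uncertain in size, among them Ubd (at least 39.1-fold), S100a8 (at least 16.4-fold), Ltf (at least 16.1-fold), Cdkn2a (at least 11.8-fold), Inava (at least 9.60-fold), Slfn1 (at least 8.64-fold), H2-Aa (at least 6.21-fold), Meis1 (at least 4.40-fold), Oasl2 (at least 3.97-fold) and Cxcl10 (at least 3.79-fold), and for Dnajb9, Cd34 and Tagln no bound above 1 could be given. Ccn4, a Wnt-induced matrix protein, rose by 5.08 ± 0.56, and Cdkn2a, which encodes the tumor suppressors Ink4a and Arf, by 3.66 ± 0.93. Trnp1 (4.33), Cd163l1 (3.87), Esm1 (3.58), Inava (3.49) and Col27a1 (3.27) rose as well, and H2-T18, detected on no thymus array, was at least 8.14-fold higher. Without T-ALL 7 the calls for Cd163l1 (3.86, adjusted p = 0.0634) and H2-T18 (adjusted p = 0.05) ended. By limma 143 genes rose and 913 fell among 10382, and 2148 had an unadjusted p under 0.05. Without the dim arrays T-ALL 4 and T-ALL 5, 2078 rose and 2684 fell, and all 1056 genes called with them were called again in the same direction. The median gene moved from −0.31 to −0.016 without these arrays and to −0.12 under median scaling, where 646 genes rose and 1047 fell. Myc differed by 1.13 ± 0.51 (adjusted p = 0.215), and by 1.62 without the dim arrays (adjusted p = 0.00183).

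All thymi lay on a single chip and the T-ALLs on 3 other chips, so no chip gives a within-chip value. With chip as a random block 9 genes rose and 403 fell. Leaving out T-ALL 4 gave 219 genes higher, leaving out T-ALL 5 gave 1103 higher and 1946 lower, and leaving out thymus 1, 2, 3, 4 or 5 gave 80, 58, 70, 73 or 66 higher.

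Thymic epithelial, neutrophil and MHC class II genes had the lowest medians among thymic gene groups. Of 16 thymic epithelial genes, 12 fell and 0 rose (13 and 0 adjusted over the list alone), with a median of −2.59 (adjusted p = 1.51e-21, and adjusted p = 6.05e-16 with an estimated correlation). Of 13 neutrophil genes, 9 fell and 0 rose (10 and 0 adjusted over the list alone), including S100a8 (−5.03 ± 0.75) and the granule protein Ltf (−4.49 ± 0.73), and Camp, detected on no T-ALL array, was at least 5.70-fold lower (adjusted p = 4.69e-17, and adjusted p = 0.000109 with an estimated correlation). Of 12 genes of MHC class II antigen presentation, 9 fell and 0 rose (11 and 0 adjusted over the list alone), with Cd74 at −3.85, H2-Eb1 at −3.82 and H2-Aa at −3.46 (adjusted p = 2.16e-08, and adjusted p = 9.49e-05 with an estimated correlation). Of 19 interferon-stimulated genes, 8 fell and 0 rose (11 and 1 adjusted over the list alone), such as Ifi27l2a (−3.76), Oasl2 (−3.09) and Cxcl10 (−2.84) (adjusted p = 4.81e-05, and adjusted p = 0.301 with an estimated correlation). Of 17 genes of mature single-positive T cells, 7 fell and 0 rose (8 and 0 adjusted over the list alone), including the activation marker Cd69 (−4.97), Slfn1 (−3.96) and Klf2 (−2.96), a regulator of thymocyte exit (adjusted p = 0.000242, and adjusted p = 0.0651 with an estimated correlation). Of 20 genes of double-positive thymocytes, 5 fell and 0 rose (8 and 0 adjusted over the list alone), with Cd4 at −3.71 and the recombinase Rag1 at −3.42 (adjusted p = 0.0288, and adjusted p = 0.301 with an estimated correlation). Ribosome biogenesis was the only list called higher, with 1 of 21 genes, Cad (1.98), called and 0 adjusted over the list alone (adjusted p = 0.0345, and adjusted p = 0.957 with an estimated correlation).

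The other thymic lists were not called on all arrays. Among 15 macrophage genes, 2 were higher, Gpnmb (2.78) and Trem2 (2.47), and among 20 DNA repair genes 2 were higher, Fanca (2.21) and Topbp1 (1.14), each with the same counts adjusted over the list alone (adjusted p = 0.0812 and 0.0791). Without T-ALL 7 the calls for Topbp1 (adjusted p = 0.0548) and for Bcl11a, named below (adjusted p = 0.0519), ended. On the p53 target list of 19 genes Cdkn2a, which is not itself a p53 target, was higher. On the same list 3 genes were lower, including the death receptor Fas (−3.22) and Phlda3 (−2.64) (1 higher and 5 lower adjusted over the list alone, adjusted p = 0.636). Among 9 B cell genes 3 were lower, also adjusted over the list alone, with Cd79b at −3.58 and Mzb1 at −3.36 (adjusted p = 0.123). The T-cell receptor complex had 2 of 14 lower, Cd6 (−3.11) and Prkcq (−1.90), also adjusted over the list alone (adjusted p = 0.422). Notch targets had 1 of 14 lower, Hey1 (−2.91), and 2 adjusted over the list alone (adjusted p = 0.91). Leukemia oncogenes had 1 of 11 lower, Meis1 (−2.81), double-negative thymocyte genes 1 of 15, Bcl11a (−1.40), and endothelial genes 1 of 17, Cd34 (−0.98), each also adjusted over the list alone (adjusted p = 0.91 for each). Among 6 genes of red cell precursors Hemgn (1.39) was higher and Tspan33 (−1.28) lower (1 and 3 adjusted over the list alone, adjusted p = 0.689), among 14 fibroblast and fat genes Adipoq (−2.15) and Tagln (−0.70) were lower (1 higher and 2 lower adjusted over the list alone, adjusted p = 0.72), and among 21 chaperones 2 were lower, Hspa1a and Dnajb9 (−0.86) (3 adjusted over the list alone, adjusted p = 0.636). By limma 0 genes were called, also adjusted over the list alone, among 36 cell cycle, 16 spindle checkpoint, 11 glycolysis, 26 respiratory chain, 25 proteasome and 12 PI3K pathway genes (list adjusted p = 0.356, 0.691, 0.437, 0.759, 0.771 and 0.937). For these 6 lists and for chaperones, double-negative thymocyte genes and fibroblast genes the median was negative while the test, which compares a list with all other genes, pointed up, for instance −0.26 for cell cycle genes. For Notch targets the median was 0.004, the mean −0.50 and the test pointed down.

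Without the dim arrays T-ALL 4 and T-ALL 5, further lists were called at the preset correlation. Then 15 of 36 cell cycle genes rose (adjusted p = 0.00577, and adjusted p = 0.201 with an estimated correlation), as did 13 of 20 DNA repair genes, with 1 lower (adjusted p = 0.00191, and adjusted p = 0.00917 with an estimated correlation), 9 of 11 glycolysis genes (adjusted p = 0.000543, and adjusted p = 0.109 with an estimated correlation) and 17 of 21 ribosome biogenesis genes (adjusted p = 1.92e-08, and adjusted p = 0.00917 with an estimated correlation). In the T-cell receptor complex 8 of 14 fell (adjusted p = 0.0424, and adjusted p = 0.201 with an estimated correlation), and in the proteasome 8 of 25 rose and 2 fell (adjusted p = 0.0447, and adjusted p = 0.426 with an estimated correlation).

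The tumor responses of liver and thymus were set against each other to ask whether tumors of both tissues share expression changes. Esm1, an endothelial proteoglycan gene, Gpnmb, a glycoprotein of macrophages, and Fkbp11, a secretory pathway isomerase, rose in both, by 3.93 ± 0.47, 3.96 ± 0.68 and 2.34 ± 0.29 in liver (n = 28 tumors and 10 livers) and 3.58 ± 0.83, 2.78 ± 0.53 and 2.34 ± 0.70 in thymus (n = 9 and 5). Without T-ALL 7 the thymic call for Fkbp11 ended (2.19, adjusted p = 0.0711). Cadps2 (−3.61 and −2.74), the lipid synthesis gene Thrsp (−2.61 and −3.86) and the coenzyme A hydrolase Nudt7 (−2.46 and −2.56) fell in both. Ubd, a ubiquitin-like modifier, rose by 4.76 in liver tumors and fell by 6.11 in T-ALL, and Spink1 (5.47 and −3.37) and Amn (3.77 and −2.89) also went opposite ways. Among 9636 genes tested in both tissues, 24 rose in both, against 19.1 expected by chance (Fisher's exact test, p = 0.211), and 98 fell in both, against 101 (p = 0.78). Genes that rose in liver tumors and fell in T-ALL numbered 148, against 115 by chance (p = 0.000857), and the opposite set 11, against 16.8 (p = 0.145). The interaction itself was called by limma for 2337 of 12616 genes, 1675 with a higher and 662 with a lower change in liver. It was called for 4104 genes without the dim arrays and healthy liver 1, 2323 with a higher and 1781 with a lower change in liver. Without the dim arrays and healthy liver 1, 492 genes rose in both tissues against 415 by chance (p = 2.84e-06), 470 fell in both against 426 (p = 0.00669), 553 rose in liver and fell in thymus against 503 (p = 0.00458), and 220 fell in liver and rose in thymus against 351 (p = 1.92e-19).

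Of the 15 lists tested in both tissues, 3 differed in their tumor change. Neutrophil genes changed more positively in liver tumors (median difference 4.24, 11 of 13 higher, adjusted p = 2.57e-10, and adjusted p = 0.112 with an estimated correlation). Interferon-stimulated genes did so too (1.90, 12 of 20 higher and 1 lower, 14 and 1 adjusted over the list alone, adjusted p = 0.00015, and adjusted p = 0.454 with an estimated correlation), as did B cell genes (0.61, 4 of 9 higher, adjusted p = 0.0146, and adjusted p = 0.181 with an estimated correlation). The neutrophil and B cell counts were the same adjusted over the list alone. Without the dim arrays and healthy liver 1, ribosome biogenesis was called (adjusted p = 0.0431, and adjusted p = 0.833 with an estimated correlation) and the B cell list was not.

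Expression was summarized per chromosome to ask whether whole chromosomes shift together, as gains and losses of chromosomes would make them do. In liver tumors genes of chromosome 15 were higher by 0.30 ± 0.19 (mean log2 shift ± SD, n = 20 tumor animals against 10 livers), in 20 of 20 animals (permutation test, adjusted p = 0.0022). Genes of chromosomes 16 and 17 were higher by 0.17 (18 and 17 of 20 animals), of 18 by 0.14 (20), of 1 by 0.13 (17) and of 2 by 0.11 (19). Chromosome 13 fell by 0.23 (17 of 20), 4 by 0.17 (19), 10 by 0.15 (16) and 9 by 0.089 (17). Without healthy liver 1 chromosome 9 (−0.074, adjusted p = 0.086) was no longer called, and chromosome 12 (−0.15, 17 of 20, adjusted p = 0.0514) was (−0.18, adjusted p = 0.0261). In T-ALL chromosome 14 rose by 0.26 ± 0.19 (9 of 9, n = 9 and 5), and chromosomes 7 and 19 fell by 0.24 ± 0.10 (8 of 9) and 0.13 ± 0.08 (9 of 9), each with an adjusted p of 0.04 in the exact permutation test. That test called 0 chromosomes in T-ALL without a probe filter (2 at an unadjusted p under 0.05) and 0 with probes detected on every array (6 at an unadjusted p under 0.05). Chromosome 15 was higher by 0.24 ± 0.23 in 8 of 9 T-ALLs (exact permutation test, adjusted p = 0.157), and by 0.32 in 7 of 7 without the dim arrays (adjusted p = 0.0253). Once genes called singly were left out, the permutation test called 0 chromosomes in liver and 0 in thymus (0 and 3 at an unadjusted p under 0.05), and the liver shift of chromosome 15 was 0.10 (adjusted p = 0.546). Leaving them out also removes genes that a shift of the whole chromosome would move, so this does not separate a broad shift from changes of single genes. With all arrays, the dim ones included, the shift differed between the tissues for chromosomes 4, 7, 12, 13 and 17, among others given below.

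**Figure D3:**
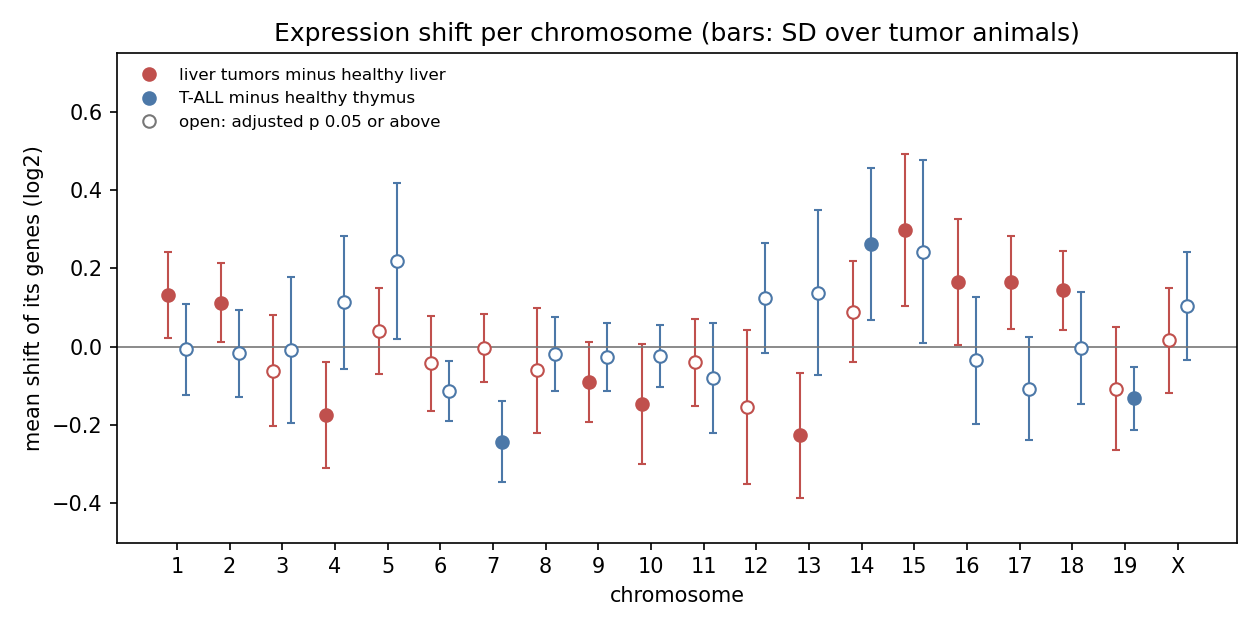
Mean log2 shift of the genes of each chromosome (vertical axis) for the 19 autosomes and X (horizontal axis), in 20 liver tumor animals against 10 healthy livers and in 9 T-ALLs against 5 thymi. Filled points passed the permutation test, open points did not, and bars are the SD over tumor animals. Chromosome 15 is the highest point in liver, at 0.30.

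Genes of chromosome 15 that rose in both tumor types numbered 5 of 403 tested, against 4.68 by chance (Fisher's exact test, p = 1), and 70 against 57.1 without the dim arrays and healthy liver 1 (p = 0.00775). On chromosome 18, 0 of 232 rose in both, against 0.203 by chance (p = 1), and 17 against 11.95 without those arrays (p = 0.0624).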

Values the study reported

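The study reports a median of 3 whole-chromosome copy number changes in T-ALLs and a median of 2 in liver carcinomas. Met was amplified in 5 to 10% of liver carcinomas, for which the paper also reports raised Met RNA and protein.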

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

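The tests of the array labelled healthy liver 1, of the difference between tissues and of the comparisons without the doubted arrays were chosen only after the results were seen, and the other 3 counts over splits were planned. Of 24 values examined for a sample far from the rest of its group, chance marks about 1 in 20 groups.

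Healthy liver 1 lay far from the other healthy livers in Mup3 (4.68, nearest 14.32), Cyp8b1 (5.71, nearest 12.84), Igf2 (11.55, nearest 8.22) and the share of probes detected (38.9%, nearest 34.4). An effect of chip G is argued against by healthy livers 2 and 3 of that chip, which lay nearer the tumor mean for at most 21% of the called genes, and low signal by its 38.9% of detected probes, the highest of the group. An exchange with an array labelled liver tumor is argued against as well, since 0 of the 28 with a signal had Mup3 and Cyp8b1 in the range of healthy livers 2 to 10, nor did liver tumor 12 in the authors' values (7.90 and 8.03, against at least 14.13 and 12.57). Tumor tissue on the array stays open and may explain the pattern: the array lay nearer the tumor mean for 77.9% of 4429 genes called without it, against 10.8% to 28.2% in healthy livers 2 to 10 and 51.1% to 89.7% in tumors. Its correlation with the tumor mean was 0.85, against 0.842 in the dim liver tumor 13, 0.915 to 0.979 in the other tumors and 0.826 to 0.929 in healthy livers 2 to 10. Its Met (10.00) lay above every tumor (at most 7.37), so the array was not typical of these tumors. Whether a wrong label or a tumor in a control animal brought tumor tissue to the array was not tested.

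Other samples far from their group were liver tumor 13 (28.3% of probes detected, nearest 34.8), T-ALL 5 (4.56%, nearest 30.2), healthy thymus 1 (95th percentile of signal 2521, nearest 2044) and healthy liver 5 (chromosome 15 score 0.13, nearest 0.044).

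The tumor change differed between liver and thymus for 2337 genes by the limma interaction test. For that count 1 of 100 splits, the real split, gave as many, and the highest other split gave 1125 genes. The splits dealt tumor and healthy labels anew within each tissue, which removes the tumor change in both. They therefore cannot tell a difference between the tissues from a tumor change that both share. Ubd differed by 10.99, Spink1 by 8.69 and Amn by 6.62, all higher in liver tumors and lower in T-ALL. Cpsf4l differed by −4.43, Nkd1 by −3.07 and Ciart by −3.57, and these were lower in liver tumors while their rises in T-ALL (2.17, 1.53 and 2.28) missed the threshold (adjusted p = 0.371, 0.284 and 0.0638). Without the dim arrays the rise of Ciart in T-ALL passed (1.70, limma adjusted p = 0.000197). Among lists, the median difference was 4.24 for neutrophil, 1.90 for interferon and 0.61 for B cell genes.

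The chromosome shift differed between tissues (liver minus T-ALL, permutation test over 20 and 9 animals) for chromosomes 1 (0.14), 2 (0.13), 7 (0.24), 16 (0.20), 17 (0.27) and 18 (0.15), and for 4 (−0.29), 5 (−0.18), 12 (−0.28), 13 (−0.36) and 14 (−0.17). Their adjusted p values ran from 6.67e-05 to 0.0118. The test runs over tumor animals only, so the spread of the healthy samples does not enter it. It includes the dim T-ALLs and healthy liver 1, and no value without them is given. Without the dim arrays the T-ALL shift of chromosome 13 went from 0.14 to 0.041, and that of chromosome 7 from −0.24 to −0.28. For chromosome 15 the difference was 0.055 (adjusted p = 0.537).

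In each of the other counts over splits, 1 of 100 splits, the real split, gave as many genes. This makes chance an unlikely cause of them without excluding it. Labels were dealt across chips, so these splits do not separate the groups from the chips. The real and the highest other counts were 3351 and 1 for liver tumors, 1056 and 1 for T-ALL, 55 and 1 for the Trp53 genotypes and 4429 and 3 for liver tumors without healthy liver 1. They were 4762 and 1390 for T-ALL without the dim arrays. The splits of the Trp53 genotypes were not repeated without liver tumor 13, where limma called only 4 genes. They say nothing about how far the 55 genes rest on that array. What sets the splits with 1125 and 1390 genes apart was not tested.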

How the results depend on the processing

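Leaving out samples in turn was planned for the gene counts. All other alternatives that leave out arrays were chosen after seeing the data, as were those for Mad2l1 without an animal block, with tumors of an animal averaged, chip as a fixed effect, genotypes weighted equally or array weights, which were planned for the gene counts, and the rest were planned. The fall of Mad2l1 in T-ALL kept its call in 30 of 30 alternatives (−4.78 to −1.94, adjusted p 2.12e-12 to 0.00319; leave-one-out −4.78 to −4.59). Among main results 239 values stayed the same, 58 counts moved by over 1.5 times, 10 became stronger and 9 weaker. Among named genes 2349 values were the same, 221 weaker, 25 stronger and 3 reversed: Psmd1 in liver with median scaling (−0.009), Dnajb9 in T-ALL without a filter (1.36) and Eif2s3y in T-ALL normalized without the dim arrays (−1.82). Of 70 named T-ALL genes, 31 became weaker with chip as a random block, 27 with replicate number as a block and 16 with a sex covariate, and of 10 named Trp53-genotype genes 9 did so with the authors' values. The replicate block kept only T-ALLs that share a title number with a thymus. Where no reason is given, the cause was not tested.

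Liver genes numbered 2704 higher and 2898 lower with every probe tested (more features), 4 and 1 with chip as a fixed effect, 3049 and 2992 with array weights, and 3502 lower with median scaling. Leaving out samples in turn gave 1489 to 2239 higher and 1404 to 2190 lower. Between Trp53 genotypes 55 genes became 31 without a filter, 118 with median scaling, 1 with the authors' values, 161 without an animal block, 0 with chip as a fixed effect (limma, 444 at an unadjusted p under 0.05), 1057 with array weights, 4 without liver tumor 13 and 4 to 207 leaving out samples in turn (207 without healthy liver 1, 133 without healthy liver 5, 91, 125 and 7 without animals m11, m12 and m13). T-ALL genes higher numbered 646 with median scaling, 89 with the authors' values, 306 with every probe, 9 with chip as a random block, 2426 with array weights, 2078 without the dim arrays, 2049 normalized without them, and 58 to 1103 leaving out samples in turn (219 without T-ALL 4, 1103 without T-ALL 5, and 80, 58, 70, 73 and 66 without thymus 1 to 5). T-ALL genes lower numbered 550 with the stricter filter on detected probes (fewer genes tested), 403 with chip as a random block, 3081 with array weights, 2684 without the dim arrays, 2647 normalized without them, and 685 to 1946 leaving out samples in turn (1946 without T-ALL 5).

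Mad2l1 in liver passed with tumors of an animal averaged (0.76, adjusted p = 0.0443) and without liver tumor 13 (0.73, adjusted p = 0.0468), over alternatives of 0.096 to 1.04 (adjusted p 0.0364 to 0.998) and leave-one-out values of 0.48 to 0.78. It passed without healthy livers 4 and 7 (0.77 each) and animals m10, m11, m12 and m21 (0.73, 0.78, 0.74 and 0.78). Between Trp53 genotypes it lost its call with the authors' values (0.43, adjusted p = 0.337), tumors of an animal averaged (1.46, adjusted p = 0.0598), chip as a fixed effect (1.12, adjusted p = 1) and without liver tumor 13 (1.42, adjusted p = 0.0998), over alternatives with an adjusted p of 0.00551 to 1 and leave-one-out values of 1.39 to 1.56 (lost without m10, m11, m13 or m21).

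With an estimated correlation 1, 0 (cameraPR, 5 at an unadjusted p under 0.05) and 3 lists were called in liver, between genotypes and in T-ALL, and without the dim arrays 6 in T-ALL (13 at the preset correlation). Without genes called singly, 0 chromosomes were shifted in liver (permutation test, 0 unadjusted) and the chromosome 15 shift was 0.10 (adjusted p = 0.546, range 9e-04 to 0.546). In T-ALL 0 were shifted without a filter (2 unadjusted), 0 with probes detected on every array (6 unadjusted) and 0 without genes called singly (3 unadjusted), and without the dim arrays chromosome 15 was at 0.32 (adjusted p = 0.0253, range 0.0253 to 0.524). Genes higher in both tissues numbered 13 at 2-fold, 9 at an adjusted p under 0.01, 15 with the authors' values and 492 without the doubted arrays. Genes lower in both numbered 48, 29 and 470 at 2-fold, at an adjusted p under 0.01 and without the doubted arrays. The difference of tissues then covered 4104 genes.

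No paired analysis was possible between Trp53 genotypes because they share no number in the sample titles, and the numbers do not pair the other samples (correlation across genes of the deviations from the group means, for samples sharing a number, −0.08 to 0.157 over 10 liver pairs and −0.081 to 0.142 over 5 thymic pairs). With replicate number as a block, 1787 genes were higher and 1513 lower in liver, 33 higher and 457 lower in T-ALL, and Mad2l1 in liver was 1.04 (adjusted p = 0.0374). That block kept only samples sharing a number. These were 10 liver pairs without any p53 f/+ tumor, and 5 thymic pairs that include the dim T-ALL 4 and T-ALL 5. Its values thus mix the block with the smaller set of samples. Within chip I no difference was run, since it holds healthy liver 10 and liver tumor 12, which has no signal column. Signal over background limits the dim arrays: T-ALL 5 detected 4.56% of probes.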

Other observations

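The tests of Mad2l1 against gene lists, of chip and of liver tumor 13, of the Met neighbors on healthy liver 1 and of gene runs were chosen only after the results were seen. The test of Met in the highest tumor was planned.

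Mad2l1 was higher in p53 f/f than in p53 f/+ tumors. A single dim array is argued against as the whole cause, since the difference was 1.42 without liver tumor 13 against 1.45 with it, although its adjusted p rose to 0.0998 (0.00551 to 1 over all alternatives). More endothelial or stellate cells that keep the intact gene are argued against by the 2 lists of these cell types, both lower in p53 f/f tumors with 0 genes higher, although with adjusted p = 0.114 and 0.205 with an estimated correlation. More neutrophils or macrophages cannot be told apart, since the neutrophil list was higher (median 0.49, adjusted p = 0.0276, and adjusted p = 0.648 with an estimated correlation) and the macrophage list lower (adjusted p = 0.583 with an estimated correlation), nor can chip, since the difference was 1.99 on chip D and 0.34 on chip E. More cycling cells may explain it: over 20 tumor animals Mad2l1 went with the mean of the cell cycle genes (Pearson r 0.912, permutation p = 1e-05, the smallest the permutations can give, adjusted p = 2.7e-05).

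That relation had a Spearman r of 0.929 (permutation p = 1e-05, the smallest possible, adjusted p = 4e-05) and a Pearson r of 0.911 without the 2 farthest animals, and in the 15 p53 f/f animals Pearson r was 0.891, Spearman r 0.914 and Pearson r without 2 animals 0.86. In all, 8 relations were tested. With DNA repair genes r was 0.795 (Spearman 0.814, 0.789 without 2 animals, permutation p = 1e-05, adjusted p = 2.7e-05) over 20 animals and 0.738 (Spearman 0.729, 0.687 without 2 animals, permutation p = 4e-04, adjusted p = 8e-04) over 15. With endothelial genes it was −0.525 (Spearman −0.60, −0.416 without 2 animals, permutation p = 0.014, adjusted p = 0.022) and −0.179 (Spearman −0.207, −0.398 without 2 animals, permutation p = 0.52, adjusted p = 0.65). With T cell genes it was −0.14 (Spearman −0.263, −0.329 without 2 animals, permutation p = 0.57, adjusted p = 0.65) and −0.103 (Spearman −0.361, −0.438 without 2 animals, permutation p = 0.72, adjusted p = 0.72). Each chip held at most 5 tumor animals, too few for a relation within a chip, which needs 6.

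Met amplification in single tumors was tested in liver tumor 20, which has the highest Met among tumors. Its 4 measured Met neighbors had a median z of −0.08 against the other tumors. That Met value (7.37) lay under the highest of healthy livers 2 to 10 (7.62). On the 1 Met probe no tumor with a signal thus lay above those livers, and the test decides nothing. The array labelled healthy liver 1 had a Met value of 10.00 (4.49 to 7.37 in tumors), and its Met neighbors Cav2, Cav1, St7 and Asz1 had a median z of 3.43, above 99.78% of 10000 random gene lists. A gain of the Met region on that array may explain this.

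Runs of neighboring genes were shifted together on single arrays in 71 windows of 5 genes with a median z beyond 4. Liver tumors gave 23 windows against at most 4 in 100 shuffles of gene order, and T-ALLs without the dim arrays 48 against at most 7. The strongest run was on chromosome 8 of T-ALL 2 (Insr to Fcer2a, z 18.74), beside runs over Shcbp1 to Cdc16 (9.02) and Cln8 to Defb6 (7.12). T-ALL 6 had runs on chromosome 12 over Tnfaip2 to Xrcc3 (8.04) and Jag2 to Tedc1 (5.98), liver tumor 23 on chromosome 8 over F7 to Arhgef10 (5.01), and liver tumor 6 on chromosome 9 over Mmp3 to Yap1 (4.41). T-ALL 9 had a lower run on chromosome 16 (−4.83). Gains and losses of these regions may explain the runs, and copy number was not measured in these data. Shuffling the gene order also separates neighbors that change together for any other reason, so the counts do not single out copy number.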
